# Cardiac mesenchymal progenitors differentiate into adipocytes via *Klf4* and *c-Myc*

**DOI:** 10.1038/cddis.2016.31

**Published:** 2016-04-14

**Authors:** D Kami, T Kitani, T Kawasaki, S Gojo

## Abstract

Direct reprogramming of differentiated cells to pluripotent stem cells has great potential to improve our understanding of developmental biology and disorders such as cancers, and has implications for regenerative medicine. In general, the effects of transcription factors (TFs) that are transduced into cells can be influenced by pre-existing transcriptional networks and epigenetic modifications. However, previous work has identified four key TFs, *Oct4, Sox2, Klf4* and *c-Myc*, which can reprogram various differentiated cells to generate induced pluripotent stem cells. Here, we show that in the heart, the transduction of cardiac mesenchymal progenitors (CMPs) with Klf4 and c-Myc (KM) was sufficient to drive the differentiation of these cells into adipocytes without the use of adipogenic stimulation cocktail, that is, insulin, 3-isobutyl-1-methylxanthine (IBMX) and dexamethasone. KM-transduced CMPs exhibited a gradually increased expression of adipogenic-related genes, such as *C/Ebpα*, *Pparγ* and *Fabp4*, activation of the peroxisome proliferator-activated receptor (PPAR) signaling pathway, inactivation of the cell cycle-related pathway and formation of cytoplasmic lipid droplets within 10 days. In contrast, NIH3T3 fibroblasts, 3T3-L1 preadipocytes, and bone marrow-derived mesenchymal stem cells transduced with KM did not differentiate into adipocytes. Both *in vitro* and *in vivo* cardiac ischemia reperfusion injury models demonstrated that the expression of KM genes sharply increased following a reperfusion insult. These results suggest that ectopic adipose tissue formation in the heart following myocardial infarction results from CMPs that express KM following a stress response.

Adipocyte differentiation, that is, adipogenesis, has been extensively investigated, and its regulation via transcriptional cascades has been described for *in vitro* model systems.^1^ The adipogenic transcriptional cascade consists of two waves. The first wave converges at the CCAAT/enhancer-binding protein (C/Ebp)*β*/*γ*, which induces the second wave consisting of nuclear receptor peroxisome proliferator-activated receptor (Ppar)*γ* and C/EBP*α* activity. In addition, *c-Myc* is periodically expressed during the early phase of adipogenesis.^2^ Krüppel-like factor (*Klf*) family members include both repressors and activators of adipogenesis, and are activated during the first wave.^3^ KLF4 and c-MYC (KM) coordinately bind the promoters of genes that are activated during the reprogramming of differentiated cells to pluripotency.^4^ Whether KM work together in adipogenesis has not been examined.

Mesenchymal stem cells (MSCs) are multipotent cells with a capacity to differentiate to mesodermal lineages and show a vigorous proliferation capacity under conventional culture conditions.^5^ The criteria for identifying MSCs include adherence to a plastic dish, a characteristic surface profile and differentiation capacity *in vitro*.^6^ Although most prior reports have identified bone marrow as the origin for MSCs, other organs including adipose tissue^7^ and the heart^8, 9^ also harbor fibroblasts that fulfill the criteria for MSCs. MSCs derived from different organs demonstrate varying capacities for proliferation and differentiation.^10^ Although several reports have demonstrated adipose tissue formation in the myocardium following reperfusion therapy for ischemic heart diseases,^11, 12, 13, 14^ it is unclear how fat depositions in the heart are generated.

Direct reprogramming of differentiated cells using specific transcription factors (TFs) opens the door to understanding the mechanisms underlying development and the pathogenesis of various disorders, and has applications in regenerative medicine.^15, 16^ Transdifferentiation or direct conversion, which occurs when a differentiated cell type is reprogrammed to another cell type, could be implemented via the same strategy of using a set of TFs to generate cardiomyocytes, neurons and so on.^17, 18^ Moreover, there are similarities and overlaps between the pathways for the generation of induced pluripotent stem cells (iPSCs) and tumorigenesis, such as a mesenchymal-to-epithelial transition.^19^ Recently, it was reported that partial reprogramming of differentiated cells using four reprogramming TFs (*Oct4, Sox2, Klf4* and *c-Myc* (OSKM)) *in vivo* could generate tumors via epigenetic reprogramming.^20^ Direct reprogramming can shed light on cancer biology, and vice versa.

Transcriptional cascades definitively determine cell fate during reprogramming to pluripotency and normal differentiation. We examined whether murine cardiac mesenchymal progenitors (CMPs)^9^ expressing Sca-1 antigen and TFs associated with cardiomyocytes can differentiate into adipocytes and how the process is regulated. Elucidating the mechanisms underlying adipose tissue generation in the heart should help us to understand the pathophysiologies of ischemic reperfusion injury (IRI) myocardial infarction (MI).

## Results

### Transduction of OSKM into CMPs is sufficient to induce their differentiation into adipocytes

To test our hypothesis that reprogrammed CMPs can differentiate into other cell types, we transduced CMPs with Sendai virus encoding OSKM. We modified standard reprogramming medium by removing leukemia inhibitory factor to avoid the generation of iPSCs, following a previous report (Figure 1a).^21^ Nine days after infection (day 8), OSKM-transduced CMPs (OSKM-CMPs) formed cytoplasmic lipid droplets, which were not formed by untreated CMPs (CMP control) or CMPs treated with adipogenic differentiation cocktails (CMP with adipogenic cocktails) (Figure 1b). The lipid droplets in OSKM-CMPs were clearly stained by Oil Red O (Figure 1b). Next, to identify gene expression in reprogrammed CMPs, we performed quantitative reverse transcription polymerase chain reaction (qRT-PCR) analysis (Figure 1c). The expression levels of *Oct4* and *Sox2* in OSKM-CMPs decreased at day 2 and were maintained at a low level thereafter. *Klf4* and *c-Myc* expression in OSKM-CMPs also decreased at day 2. The expression levels of the adipogenic-related genes *C/Ebpα* and *Fabp4* in OSKM-CMPs increased at day 4. The expression levels of Fas, Ppar*γ*1 and Ppar*γ*2 in OSKM-CMPs were higher than those in untreated CMPs at day 6. Moreover, the expression levels of the cardiac-related genes *Mef2c*, *Gata4* and *Tbx5* in CMP controls increased, but these genes were not expressed in OSKM-CMPs.

### Transduction of OSKM into NIH3T3 fibroblasts is insufficient to induce their differentiation into adipocytes

Next, we transduced OSKM into NIH3T3 fibroblasts. At day 8, NIH3T3 fibroblasts changed in shape from fibroblast-like cells to round cells; however, there were no iPSC-like colonies or Oil Red O-positive cells (Figure 2a). Expression of OSKM genes at day 2 increased rapidly; however, the expression levels of the adipogenic genes *Fas*, *C/Ebpα* and *Pparγ2* decreased steeply from day 2 (Figure 2b). In particular, *C/Ebpα* and *Fas* expression did not differ from that of the control (without OKSM). These results showed that OSKM-transduced NIH3T3 fibroblasts did not differentiate into adipocytes.

### Microarray analysis of OSKM-CMPs

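RNA from untreated CMPs, labelled as day 0, and from CMPs carrying the 4 Sendai virus factors (OSKM-CMPs) at days 4, 6 and 8 was hybridised to SurePrint G3 Mouse GE arrays and read in the Cy3 channel alone. There was 1 array for each of the 4 conditions, and all of them were read in 1 scan. No condition had a replicate, so differences between conditions were set only against the error within an array and carry no p-value, and the number of arrays limits their precision. The control had a single time point, so time in culture and the factors changed together. The growth medium held 20 ng/ml bFGF in the paper and 40 ng/ml in the sample labels. Each array held 55681 probes other than control spots. Of these, 31498 were well above background on the control array, 31831 at day 4, 31572 at day 6 and 33213 at day 8. No spot was saturated. The authors extracted a background-subtracted signal for every spot with Feature Extraction and normalized it in GeneSpring. Their normalized values are the log2 of this signal, each array shifted by a constant. From the spot signals, log2 values were taken here, the spots of a probe were averaged without outlier spots, and the 75th percentile of each array was subtracted. The 35547 probes well above background on at least 1 array were kept, and 22979 of them were matched to 16659 genes of the RefSeq table. A gene took the mean of its kept probes. Among probes spotted more than once, the median SD between spots was 0.064 on the control array and 0.068 at day 8 on the log2 scale. Errors of single genes (±) are 1 SD of the gene's mean, from the error model of Feature Extraction, with spots and probes treated as independent. They may therefore be too small for genes with several spots or probes. They cover neither cultures nor RNA preparation.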

To analyze global gene expression in OSKM-CMPs, we performed microarray analysis using an Agilent mouse microarray chip and the NIA Array Analysis website.^22^ 

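Across the 35547 kept probes, Pearson's r between the day 6 and day 8 arrays of OSKM-CMPs was 0.991. With average linkage on a distance of 1 minus r, these arrays joined at 0.009 and the day 4 array joined them at 0.015. The untreated CMP array joined last, at 0.050, with an r of 0.957 to day 4, 0.949 to day 6 and 0.943 to day 8. The last join was 3.34 times as high as the one before it. Centring each probe before the correlation moved this ratio most, to 1.57, with the control still outside the OSKM-CMP arrays.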

Based on hierarchical clustering analysis of gene expression, OSKM-CMPs could be clearly discriminated from CMP controls (Figure 3a). In addition, principal component analysis (PCA) of gene expression showed that the OSKM-CMPs were different from the CMP controls and gradually shifted from right to left on the PC1 axis in a time-dependent manner (Figure 3b). Furthermore, a group of genes with decreasing expression over time (positive direction along PC1, 4577 probes) and a group with increasing expression over time (negative direction along PC1, 5314 probes) were observed (Figure 3b). These genes were categorized based on gene ontology (GO) annotations and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (Figure 3c). 

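With each probe centred and not scaled, PC1 held 75.1% of the variance and PC2 16.7%. The PC1 score was 157.4 for the CMP control, -27.6 at day 4, -58.1 at day 6 and -71.7 at day 8. On this axis, 80.8% of the way from the control to day 8 was covered by day 4 and 94.1% by day 6. PC2 separated the OSKM-CMP arrays from one another, with scores of 69.7 at day 4, -6.6 at day 6 and -50.1 at day 8, and of -13.0 for the control. Scaling each probe to unit variance moved the share of PC1 most, to 58.0%, and kept the 4 arrays in the order of time.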

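The thresholds used here were a correlation of at least 0.7 with the PC1 score and a change of at least 2-fold along PC1, since the paper's text does not name those behind its groups. With them, 3448 probes fell along PC1 and 4508 rose. A strict order over control, day 4, day 6 and day 8 was kept by 1543 falling probes (44.8%) and 2038 rising probes (45.2%). By day 4, 2344 falling probes (68.0%) and 3249 rising probes (72.1%) had changed at least 2-fold from the control. From day 4 to day 8, 497 falling probes (14.4%) and 847 rising probes (18.8%) moved a further 2-fold or more in their direction, and 115 and 112 moved back by as much. The falling group fell by 1.29 (median, log2) from the control to day 4 and fell by 0.31 from day 4 to day 8, and the rising group rose by 1.43 and 0.37. Of the rising probes, 40.9% were not well above background on the control array, and of the falling probes, 25.8% were not at day 8. Normexp background correction with quantile normalization moved the rising count most among the normalizations, to 1683 rising and 1747 falling probes. Scaling by the array median gave 3580 rising and 4696 falling probes, so that 43.3% of the changed probes rose in place of 56.7%. Without the control array, PC1 of the OSKM-CMP arrays alone gave 1841 rising and 1196 falling probes, of which 808 and 482 were in the same group as with all 4 arrays.

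**Figure D1:**
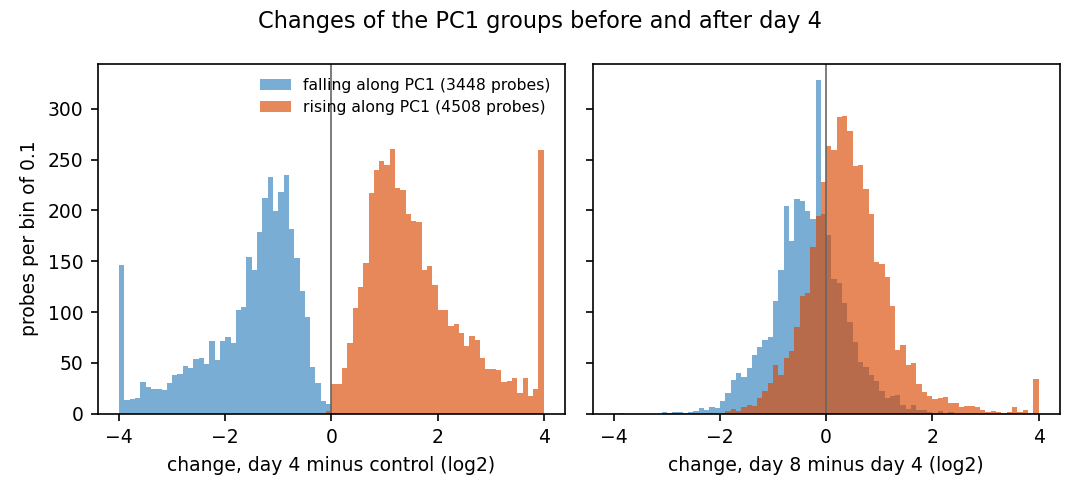
Histograms of the log2 change of each probe from the control to day 4 (left) and from day 4 to day 8 (right), in bins of 0.1, for the 3448 probes falling and the 4508 probes rising along PC1; changes beyond 4 in either direction are counted in the outermost bins. The groups were selected along PC1, on which most of the distance lies between the control and day 4, so their separation before day 4 is largely set by that selection.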

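For functional categories, gene lists written before the data were examined stood in for the GO and KEGG terms, whose annotation was not used here. Each list is reported as the median over its genes of the log2 change between the arrays compared, with the percentile of that median among 10000 random lists of the same size matched on mean signal, as a description of these arrays. Of all 16659 genes, 11.1% fell along PC1 and 13.1% rose, by the same thresholds on gene values, and the median change from the control to day 8 was -0.03.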

Many genes showing decreasing expression over time (PC1-positive direction) were assigned to functional categories related to cell cycling and cell division. In addition, many of the genes showing decreasing expression over time were assigned to functions related to focal adhesion and regulation of the actin cytoskeleton. 

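The 42 measured genes of S phase fell by 0.73 (median, log2) at day 4, fell by 1.03 at day 6 and fell by 1.33 at day 8 against the CMP control. The 53 genes of G2/M phase fell by 1.07, fell by 1.55 and fell by 2.03 on the same days. Each of these medians lay below all of the matched random lists. Along PC1, 24 of the S phase genes fell (57.1%, exact binomial 95% interval 41.0 to 72.3%) and 42 of the G2/M genes (79.2%, 65.9 to 89.2%). Between day 4 and day 8, the median gene of S phase fell by 0.58 and that of G2/M fell by 0.79. At day 8, Pimreg fell by 3.84 ± 0.20, Dlgap5 fell by 3.68 ± 0.18, Ndc80 fell by 3.65 ± 0.21 and Kif2c fell by 3.43 ± 0.15. Among the S phase genes, Dscc1 fell by 2.94 ± 0.21, Chaf1b fell by 2.74 ± 0.14, Mcm5 fell by 2.71 ± 0.20 and Gins2 fell by 2.48 ± 0.20. Psrc1 rose by 1.01 ± 0.20, Polr1b by 0.73 ± 0.20 and Mrpl36 by 0.40 ± 0.20. The alternative that moved these medians most was the use of Reactome sets, with -0.52 for DNA replication and -0.54 for the mitotic cell cycle at day 8.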

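The 180 focal adhesion genes fell by 0.34 (median, log2) at day 4, fell by 0.37 at day 6 and fell by 0.36 at day 8, and the 126 genes of the actin cytoskeleton fell by 0.41, fell by 0.51 and fell by 0.56. These medians lay below all matched random lists. The lists share 33 measured genes. Between day 4 and day 8, the median change per gene was 0.01 for focal adhesion, at percentile 97.43 of the random lists, and -0.16 for actin, at percentile 0.17. Along PC1, 42 focal adhesion genes fell (23.3%, exact binomial 95% interval 17.4 to 30.2%) and 22 rose (12.2%), and 34 actin genes fell (27.0%, 19.5 to 35.6%) and 4 rose. Against the control at day 8, Itga11 fell by 5.10 ± 0.20, Col2a1 fell by 3.97 ± 0.20, Cav3 fell by 3.79 ± 0.21 and Comp fell by 3.16 ± 0.21, while Thbs2 rose by 3.10 ± 0.20 and Tnxb by 2.96 ± 0.20. Cnn1 fell by 5.24 ± 0.22, Acta2 fell by 5.09 ± 0.06, Tagln fell by 4.78 ± 0.20 and Acta1 fell by 4.46 ± 0.21, while Wasf1 rose by 1.71 ± 0.20 and Baiap2 by 1.63 ± 0.14. Without the control array, 6.7% of the focal adhesion genes and 3.2% of the actin genes fell along the PC1 of the OSKM-CMP arrays. Fewer probes fell at all in that setting, 1196 in place of 3448 of the 35547 kept, so these shares cannot be set directly against those with all arrays.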

Otherwise, the genes showing increasing expression over time (PC1-negative direction) were functionally related to adipocyte differentiation, including saturated and unsaturated fatty acid metabolism, fat cell differentiation and the PPAR signaling pathway. These results strongly indicated that OSKM-CMPs differentiated into adipocytes.

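The 109 genes of fatty acid metabolism rose by 0.16 (median, log2) at day 4, 0.41 at day 6 and 0.46 at day 8 against the CMP control. The 67 genes of PPAR signaling, 29 of them shared with that list, rose by 0.22, 0.48 and 0.56. The lowest percentile of these medians among the matched random lists was 99.68, for PPAR signaling at day 4. The median change per gene between day 4 and day 8 was 0.08 for fatty acid metabolism and 0.25 for PPAR signaling. Along PC1, 28 genes of fatty acid metabolism rose (25.7%, exact binomial 95% interval 17.8 to 34.9%) and 22 of PPAR signaling (32.8%, 21.8 to 45.4%). At day 8, Ltc4s rose by 4.52 ± 0.20, Ephx2 by 4.37 ± 0.21 and Acsl1 by 4.21 ± 0.15, while Fads2 fell by 2.46 ± 0.15, Fads1 fell by 1.70 ± 0.20 and Olr1 fell by 1.07 ± 0.23. With the array median as the scale, the median of all genes itself moved to -0.30 at day 8, and the fatty acid list rose by 0.19 before this shift was taken out.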

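The 49 adipocyte genes rose by 0.74 (median, log2) at day 4, 2.31 at day 6 and 3.63 at day 8 against the CMP control, and the median change per gene between day 4 and day 8 was 2.27, all above every matched random list. With dim values set to the lowest level well above background, the rise at day 8 was 3.31. Along PC1, 30 of these genes rose (61.2%, exact binomial 95% interval 46.2 to 74.8%). In the Reactome set for transcriptional regulation of white adipocyte differentiation, which shares 5 genes with the list, the median fell by 0.16 at day 8, at percentile 23.75. Of its 45 genes, 30 are subunits of the Mediator complex by their names, and these fell by 0.27 while the others rose by 0.28. Pparg, whose probe lies on chromosome 6 of mm9 from 115440213 to 115440272, rose by 3.83 ± 0.06 at day 8, of which 3.64 was reached by day 4. Fabp4 (chromosome 3, 10204452 to 10204511) rose by 5.78 ± 0.20 and Cebpa (chromosome 7, 35906517 to 35906576) by 3.15 ± 0.20. Gpd1 rose by 10.34 ± 0.24, Plin4 by 7.45 ± 0.21 and Dgat2 by 6.65 ± 0.20. Cebpd fell by 2.94 ± 0.20 and Cebpb fell by 0.53 ± 0.20. Chosen after their values were seen, Cfd was at least 3890-fold higher at day 8, Adipoq at least 2360-fold and Plin1 at least 702-fold, each not well above background on the control array; these bounds set the signal at day 8 against the higher of the probe's own control signal and the lowest control signal well above background. The paper takes its own GO and KEGG results on the falling and rising groups as a strong sign that OSKM-CMPs differentiated into adipocytes.

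**Figure D2:**
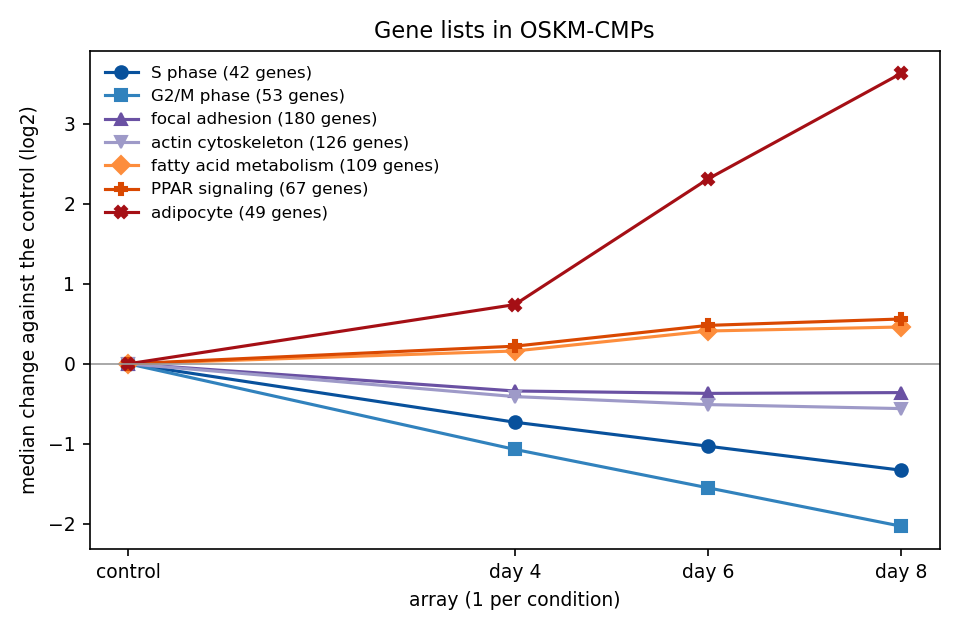
Median log2 change against the CMP control (vertical axis) on the control, day 4, day 6 and day 8 arrays (horizontal axis, 1 array per condition) for the gene lists of cell cycle, adhesion, lipid metabolism and adipocytes; lines join the medians of a list. The adipocyte list reaches 3.63 at day 8 and the G2/M phase list -2.03.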

### *Klf4* and *c-Myc* have important roles in the differentiation of CMPs into adipocytes

To determine which of the reprogramming factors among OSKM were critical for CMP differentiation into adipocytes, we examined the effect of removing each factor. We searched genetic databases for information regarding gene expression during adipogenesis in 3T3-L1 cells. The available information from previous studies indicated that *Klf4* was expressed before adipogenic stimulation and that *c-Myc* sharply rose up in response, then the expression of both genes decreased to become undetectable at 1 week, at which time lipid-laden adipocytes were macroscopically recognized using the standard protocol (GSE34150). Both *Klf4* and *c-Myc* have been reported to be adipocyte differentiation-related factors.^3, 23^ We withdrew OSKM sequentially. Neither the withdrawal of *Oct4* nor that of *Sox2* influenced adipogenic differentiation based on Oil Red O staining. The withdrawal of either *Klf4* or *c-Myc* decreased the percentage of Oil Red O-positive cells 9 days after infection, compared with that observed when these factors were present (Figure 4a). The expression levels of genes related to adipogenesis including *C/Ebpα*, *Fas* and *Pparγ2* in TF(s)-transduced CMPs at day 8 showed a similar pattern, regardless of the TFs used except OKM-infected CMP. In OKM-infected CMP cells, the expression of both C/Ebp*α* and Ppar*γ*1 was upregulated, but Fas, which is involved in lipogenesis,^24^ was downregulated. C/Ebpα is mainly attributed to a role in insulin sensitivity in adipocyte differentiation,^25^ and Ppar*γ*2, but not Ppar*γ*1, has an essential role in adipogenic differentiation *in vitro.*^26^ Overexpression of c-MYC elicits p53-dependent apoptosis in primary fibroblasts.^27, 28^ Infection of CMP cells might result in apoptosis, therefore the expression level of c-MYC was almost the same as that of the negative control. KLF4 might be required to suppress p53 and c-Myc-induced apoptosis. *Fabp4*, which is expressed during terminal differentiation,^29^ was not expressed in K- and M-transduced CMPs (Figure 4b). This observation might be ascribed to the inability of those CMPs to differentiate into mature lipid-laden adipocytes. Furthermore, KM genes in CMPs resulted in a greater relative area of Oil Red O-positive cells than that observed for the transduction of OSKM, OKM and SKM (Figure 4c). These results showed that the combination of *Klf4* and *c-Myc* is indispensable for the differentiation of CMPs into adipocytes.

### *Klf4* and *c-Myc* do not induce adipogenic differentiation of MSCs

To test the ability of other cell types to differentiate into adipocytes via KM transduction, we used the same methods to induce adipocyte differentiation (Figure 1a). KM genes did not increase the frequency of adipocyte differentiation in 3T3-L1 preadipocytes (Figure 5a). All of the adipogenic genes exhibited a similar expression pattern in both non-treated and KM-transduced 3T3-L1 preadipocytes (Figure 5b). Furthermore, we examined whether other mouse multipotent MSCs derived from bone marrow (KUSA-A1, KUM5 and KUM9 cells) could be induced to undergo differentiation to adipocytes by KM transduction. Cells treated with KM did not show any formation of lipid droplets in the cytosol (Figure 5c). The cells exhibited high expression levels of *c-Myc* and *Klf4*, and low or unchanged expression levels of adipogenic genes such as *C/Ebpα*, *Fas*, *Pparγ2* and *Fabp4* at day 8 (Figure 5d). Interestingly, the expression of all adipogenic genes in these MSCs decreased at day 8. These results showed that these cells were not able to differentiate into adipocytes via KM. The expression levels of a set of TFs in bone marrow-derived mesenchymal cell lines, including KUSA-A1, KUM5 and KUM9 cells, were determined relative to the expression of *Gapdh* from cardiac tissues. All TFs related to adipogenesis did not increase following exogenous KM gene transfer, suggesting that the induction of adipogenesis by KM gene transfer could be specific to CMPs.

### *Klf4* and *c-Myc* were induced by ischemia reperfusion injury *in vitro* and *in vivo*

CMPs were exposed to IRI model culture conditions *in vitro* (Figure 6a). CMPs immediately detached from the tissue culture dish under hypoxic conditions, and detached CMPs re-attached to the culture dish under normoxic conditions (Figure 6b). CMPs expressed the hypoxia-induced gene *Hif1α* at 3 h, and expression returned to baseline levels at 24 h (Supplementary Figure 1), indicating that the culture system could successfully mimic IRI. The expression level of *Klf4* increased at 3 h after hypoxia, remained high until 6 h under normoxia, then returned to the baseline level, whereas the expression of *c-Myc* increased sharply just after normoxic conditions were applied. HIF1, the abundance of which indicates the extent of the ischemic insult, is upregulated by the inhibition of proteolysis in cardiac IRI,^30^ and its abundance can be measured by western blotting. To assess the link between a set of TFs and IRI using a consistent methodological approach, qRT-PCR was chosen. As a surrogate marker for IRI, instead of *Hif-1*, the gene expression levels of *c-Fos* and *c-Jun*, the protein products of which form the TF AP1, were examined. The expression of both *c-Fos* and *c-Jun* drastically and temporarily increased just after exposure to normoxic conditions.

Moreover, we determined that KM was involved in *in vivo* murine cardiac IRI (Figures 6d–f). Injured murine ventricles acutely and temporarily expressed *Klf4* and *c-Myc* in IRI, similar to the pattern observed for *in vitro* IRI. The expression levels of both *c-Fos* and *c-Jun* were transiently increased 1 h after ischemia, and increased after reperfusion, indicating that *Klf4* might be involved in the cellular response following the insult as early as *c-Fos* and *c-Jun*. Platelet-derived growth factor, which is involved in cardiac IRI, induces *c-Myc* expression via an AP1-dependent signaling pathway under *in vitro* culture conditions.^31^ The kinetics of *c-Fos* and *c-Jun* expression showed an earlier response to IRI than was found for *c-Myc*, suggesting that AP1, which is composed of c-Fos and c-Jun, might be an upstream regulator of *c-Myc*. The expression of *C/Ebpβ* and *C/Ebpδ* gradually increased; however, at 24 h the gene expression levels of both *C/Ebpβ* and *C/Ebpδ* returned to baseline, whereas *C/Ebpα* gene expression was increased and maintained at a higher level 3 h after left anterior descending artery (LAD) ligation. The expression levels of *Pparγ1* and *Pparγ2* transiently increased at 1 h (Figure 6f), and the expression of PPAR*γ* protein transiently increased at days 1 and 2 (Figure 6g). However, reperfused hearts were not stained by Oil Red O staining (Supplementary Figure 2).

### Regional expression of adipogenic-related genes in a RA, an AAR and the AON

To evaluate RNA expression in the LV wall of the IRI model in detail at 2 h after LAD ligation, a set of TFs related to adipogenesis was examined by qRT-PCR for each area consisting of the area of necrosis (AON), an area at risk (AAR) and a remote area (RA), which were defined by double staining with 2,3,5-triphenyltetrazolium chloride (TTC) and Evans blue (Figure 7a). *Klf4* expression significantly increased in the AON, and *c-Myc* expression significantly increased in all areas over time. The first wave of TFs (C/Ebp*β* and C/Ebp*δ*) for adipogenesis was significantly raised in all areas. In contrast, expression of the second wave of TFs (*Pparγ2*, and *C/Ebpα*) did not differ in AON and AAR compared with that in RA. Comparison of gene expression among areas revealed that *Klf4* expression in AON was significantly higher than that in RA, and *c-Fos*, *c-Jun,* and *c-Myc* expression levels in AON and AAR were significantly higher than those in RA. The gene expression of the first wave of TFs in AON was significantly higher than that in RA, and the gene expression of the second wave of TFs was not significantly different among the three areas. The surrogate TFs (*c-Fos* and *c-Jun*) showed significantly increased expression in AON and AAR compared with that in RA, which was the same tendency as that observed for *Klf4*, *c-Myc*, *C/Ebpβ* and *C/Ebpδ*, suggesting that adipogenesis might be initiated via KM induction in this cardiac IRI model (Figure 7b).

## Discussion

We demonstrated that CMPs could effectively differentiate into adipocytes via two TFs, *Klf4* and *c-Myc*, without adipogenic stimulation. Neither *Klf4* nor *c-Myc* transduction alone resulted in CMPs differentiating into adipocytes. These results suggested that KM proteins in CMPs coordinately regulate adipogenesis. Interestingly, this new protocol was only effective in CMPs, but not in MSCs from bone marrow and 3T3-L1 preadipocytes. CMPs did not differentiate into adipocytes when treated with adipogenic stimulation cocktails, contradicting the hypothesis that CMPs contain adipogenic progenitors or stem cells. These results might indicate that the route to adipocyte differentiation is not uniform as defined by the *in vitro* cellular model, but rather that it depends upon the cell type and environment. The increased expression levels of both *Klf4* and *c-Myc* in IRI models might be due to intracardiac fatty degeneration following MI.

Previous *in vitro* studies of the molecular pathways underlying adipogenesis are based on limited adipogenic cell lines.^32, 33, 34, 35^ Adipogenesis involves two distinct waves of TF expression and six defined differentiation stages: mesenchymal precursors, committed preadipocytes, growth-arrested preadipocytes, mitotic clonal expansion, terminal differentiation and mature adipocytes.^36, 37, 38^ Preadipocytes differentiate into lipid-laden and insulin-sensitive adipocytes upon the addition of exogenous adipogenic stimulation cocktails in confluent culture growth conditions. *Klf4* is one of the earliest TFs in the first wave and is regulated by cAMP^3^ and the JAK-STAT pathway, mechanisms that maintain the pluripotency of embryonic stem cells.^39^ As the Jak-Stat pathway is activated by external stimuli such as reactive oxygen species (ROS),^40^ *Klf4* mediates the response to external stress.^41^ KLF4 directly transactivates the *C/EBPβ* gene by binding to the promoter region, and is a key TF in the first wave that relays the signal to PPAR*γ*, a central factor in adipogenesis.^3^ However, within 1 h of adipogenic stimulation of confluent 3T3-L1 cells, *c-Myc* is rapidly and highly expressed, along with *c-Fos* and *c-Jun*.^23^ Constitutively overexpressed *c-Myc* inhibits the differentiation of 3T3-L1 cells, possibly by precluding the entry of cells to a distinct predifferentiation stage in G_0_/G_1_.^42^ The peak in the expression of *c-Myc* might function as an amplifier of the expression of other genes to surpass the threshold from a stable, low-level position in adipocytes and not as an activator of the cell cycle.^43^ In this experiment, neither *Klf4* nor *c-Myc* transduction alone induced adipogenesis from CMPs, suggesting that KM cooperatively function to induce adipogenesis.

Little is known about *in vivo* adipogenesis or *de novo* adipocyte generation, which is referred to as hyperplasia in terms of tissue growth, owing to the post-mitotic nature of mature adipocytes. In adipose tissue, resident MSCs are considered to be a major source for adipocyte generation.^36^ Some studies have reported *in vivo* adipocyte differentiation from MSCs, which expressed similar cell surface antigens to those expressed by the CMPs in this study.^44, 45^ Recently, myocardium-derived stem/progenitor cells such as cardiac stem cells and CMPs have been reported by several institutes.^9, 46, 47, 48^ CMPs, which we isolated from murine hearts and defined as a Sca-1-positive population, expressed a similar surface antigen profile to that of MSCs,^6^ except for CD73 and CD34. The origin of each MSC influences its molecular phenotype, including the transcriptional network, epigenetic landscape and subsequent differentiation potential.^10, 38^ CMPs are a distinct population from bone marrow, adipose tissue or skin-derived MSCs, with an expression profile of TFs characteristic of the heart. Only KM induced the differentiation of CMPs into adipocytes, potentially owing to the default settings of the TF network.

Baroldi *et al.*^11^ reported adipose tissue formation in the excised heart during transplant surgery, and this was termed lipomatous metaplasia. Another study using the recipient heart in transplantation showed consistent ectopic fat formation, representing 84% of healed MI.^12^ Imaging analyses in patients with a history of MI using either computed tomography^13^ or magnetic resonance imaging^14^ have demonstrated a similar prevalence of ectopic fat formation, which was found in approximately 65% of individuals. These reports suggest that adipose formation in the myocardium should be a more common pathology than is currently recognized. A new mechanism of arrhythmogenesis in ventricular tachycardia proposes that intramyocardial adipose tissue hinders myocardial conduction and worsens local electrophysiological properties, which in turn results in an increased propensity for ventricular tachycardia.^49^ The KM genes transduced into CMP maintained high expression for about 1 week, resulting in differentiation of the CMPs to lipid-laden adipocytes and activation of the second wave of TFs for adipogenesis. In contrast, cardiac IRI temporarily induced *Klf4* and *c-Myc* expression, which sharply fell and disappeared after only a few days, resulting in failure to maintain the second wave and generate adipocytes. During left ventricular (LV) remodeling post MI, the renin–angiotensin–aldosterone system (RAAS) is activated, which leads to AP1 activation^50^ and might result in *c-Myc* induction.^51^ Angiotensin II can induce *Klf4* expression in cardiac fibroblasts including CMPs.^52^ Although RAAS does not induce a high expression of KM such as that which we observed during *in vitro* adipogenesis in this study, the low level of KM expression over a long period induced by RAAS might slowly form adipogenic enhanceosomes at enhancer regions for late-acting TFs in adipogenesis, such as *Pparγ.*^37^ Inhibition of either *Klf4* or *c-Myc* induction might be a novel strategy to treat LV remodeling post MI.

Global mRNA profiling of the myocardium after IRI has revealed that *Klf* family members, including *Klf4* and *c-Myc*, exhibit significantly increased expression following ischemia and additional increases after reperfusion.^53^ Ischemic events generate interleukin 6 in the heart, activating STAT3,^54^ which is linked to *Klf4* expression.^39^ However, ROS, which have been characterized as negative factors in reperfusion injuries, are involved in signal transduction in many biological processes, including inflammation, stemness and differentiation, cancer, and aging.^55^ The thioredoxin family member nucleoredoxin (NRX), which is a redox sensor regulated by ROS, interacts with dishevelled (Dvl) under a reduction state. The oxidized form of NRX liberates Dvl, which in turn stabilizes *β*-catenin, leading to the transcription of WNT target genes including *c-Myc*.^56^ Consistent with the aforementioned studies on signal transduction, myocardial ischemia led to increased expression of *Klf4* and reperfusion stimulated *c-Myc* expression. These results strongly suggest that the two TFs KLF4 and c-MYC in CMPs are causative factors for intracardiac adipogenesis following myocardial reperfusion. The regional assessment revealed that the expression levels of *Klf4*, *c-Myc*, *c-Fos* and C/Ebpδ in AON and AAR were raised more than those in RA, suggesting that the adipogenic differentiation process had already been launched in the area directly affected by the insult of ischemia and reperfusion at 2 h.

MSCs can be isolated from various tissue types including bone marrow, adipose tissue, heart and skeletal muscle. However, the characteristics and epigenetic background of these MSCs differ.^10^ Transduction of CMPs with KM genes was highly effective in inducing their differentiation into adipocytes, whereas transducing the same genes into MSCs derived from other tissues did not induce them to differentiate. Furthermore, these phenomena might provide a basis for ectopic fat formation in ischemic hearts. Understanding CMP adipogenesis should shed light on post-MI and IRI pathophysiology and facilitate the development of better treatments for these disorders.

## Materials and Methods

### Materials

Geltrex and basic fibroblast growth factor (bFGF) were purchased from Life Technologies (Carlsbad, CA, USA). The CytoTune-iPS ver. 1.0 Sendai Reprogramming Kit was purchased from DNAVEC (Ibaraki, Japan). Oil Red O powder was purchased from Nacalai Tesque, Inc. (Kyoto, Japan). Percoll Plus was purchased from GE Healthcare UK (Buckinghamshire, England). The adipogenic stimulation cocktail ingredients insulin, IBMX, and dexamethasone were purchased from Sigma-Aldrich (St. Louis, MO, USA).

### Cell preparation

Experimental procedures and protocols were approved by the Animal Experiment Ethics Committee of the Kyoto Prefectural University of Medicine. Murine CMPs were isolated from wild-type C57BL/6 mouse hearts (10- to 16-week-old).^9^ Briefly, the mice were killed by deep anesthesia with pentobarbital. The hearts were excised, and atria were used in this study. The minced tissue fragments were digested twice for 30 min at 37 °C with 0.2% (w/v) type II collagenase and 0.01% (w/v) DNase I (Worthington Biochemical, Lakewood, NJ, USA). After digestion, cells were passed through a 70-*μ*m filter to remove debris and transferred to Dulbecco's modified Eagle's medium (DMEM)/F12 supplemented with 10% (v/v) fetal bovine serum (FBS) (Life Technologies). The cells were collected and size fractionated on a 30–70% Percoll gradient to obtain CMPs expressing the Sca-1 antigen. CMPs were seeded on 60-mm collagen I-coated dishes (Asahi Glass, Tokyo, Japan) in DMEM/F12 supplemented with 10% (v/v) FBS and 20 ng/ml bFGF. The medium was changed every 3 days.

### Cell culture and adipocyte differentiation

CMPs were cultured in DMEM/F12 supplemented with 10% (v/v) FBS and 20 ng/ml bFGF in a humidified atmosphere containing 5% CO_2_. NIH3T3 fibroblasts and MSCs derived from bone marrow KUM5, KUM9 and KUSA-A1^33^ were cultured in DMEM (Wako Chemical Co., Osaka, Japan) supplemented with 10% (v/v) FBS in a humidified atmosphere containing 5% CO_2_. The 3T3-L1 preadipocytes were cultured in minimum essential media (MEM) (Life Technologies) supplemented with 10% (v/v) FBS in a humidified atmosphere containing 5% CO_2_. For adipocyte differentiation, before viral transduction, cells were seeded at 0.5 × 10^5^ per well on Geltrex-coated six-well plates (1:40, Life Technologies) in growth medium (day –2). On the next day (day –1), cells were transduced using the CytoTune-iPS ver. 1.0 Sendai Reprogramming Kit according to the manufacturer's recommendations. At 24 h after transduction (day 0), cells were transferred to reprogramming media, that is, knockout DMEM (KO-DMEM) with 5% (v/v) knockout serum replacement, 15% (v/v) FBS, 1% (v/v) GlutaMAX solution, 1% (v/v) nonessential amino acids solution and 0.1 mM *β*-mercaptoethanol (all components obtained from Life Technologies). Using another conventional method for adipocyte differentiation, cells were exposed to adipogenic differentiation cocktails containing dexamethasone (1 *μ*M), IBMX (0.5 mM), insulin (5 *μ*g/ml) and 10% (v/v) FBS. The cells were maintained in reprogramming medium for 8 days beginning at day 0, and the media was exchanged every 48 h throughout all experiments (Figure 1a).

### Total RNA extraction and qRT-PCR analysis

Total RNAs from cells were extracted using TRIzol (Life Technologies) and a Direct-zol RNA MiniPrep Kit (Zymo Research, Irvine, CA, USA) with DNase I according to the manufacturer's recommendations. To perform the qRT-PCR assay, 400 ng of total RNAs was reverse-transcribed using the PrimeScript RT Reagent Kit and SYBR Premix Ex Taq (Takara Bio, Shiga, Japan) according to the manufacturer's recommendations. qRT-PCR was performed using a Thermal Cycler Dice Real Time System using the default cycling program (Takara Bio). The primers used in this experiment are listed in Supplementary Table 2. The relative gene expression levels of mouse total heart RNAs (Takara Bio) or human iPSC RNAs were normalized to *Gapdh* expression.

### Tissue preparation

Ten- to 12-week-old C57BL/6 mice were anesthetized and killed, and their hearts were removed at indicated time points. For total RNA and proteins extraction, the walls of the LV were dissociated from the whole heart. For total RNA isolation, the samples were cut into small pieces and homogenized with TRIzol using Bio Masher II (Nippi, Tokyo, Japan).

To isolate whole proteins, the samples were cut into small pieces and homogenized with lysis buffer (20 mM Tris-HCl (pH7.5), 137 mM NaCl, 10% glycerol (vol/vol), 1% NP-40 (vol/vol) (Wako Chemical Co.)), subsequently the lysates were sonicated with Bioruptor (CosmoBio Co. Ltd, Tokyo, Japan) for 4 min (30-s ON/30-s OFF) in ice-water.

For frozen sections, the kidneys were fixed with 4% paraformaldehyde (PFA; Wako Chemical Co.) for 2 h on ice, incubated overnight in 30% (vol/vol) sucrose in phosphate-buffered saline (PBS) at 4 °C and embedded in optimum cutting temperature compound (Sakura FineTek Japan Co., Ltd, Tokyo, Japan). Subsequently, 5-*μ*m thick sections were cut.

### Oil Red O staining and area calculation

Oil Red O powder (75 mg) was dissolved in 25 ml of 100% isopropyl alcohol and the solution was filtered to remove undissolved powder. PFA-fixed samples were washed with PBS and 60% (v/v) isopropyl alcohol. The samples were stained with 60% (v/v) Oil Red O solution for 15 min. Fat droplets in adipocytes were stained. Oil Red O-stained cells and frozen section samples were observed and images were captured with an IX71 inverted microscope (Olympus, Tokyo, Japan) or a BZ-X700 digital microscope (Keyence, Osaka, Japan). The percentage of total cell culture area positive for Oil Red O staining was calculated using ImageJ software (National Institutes of Health, Bethesda, MD, USA). At least three different wells were measured for each condition. For frozen sections, Mayer's hematoxylin was used as a counter-stain.

### Hierarchical clustering, PC and GO analyses

Gene expression analysis was performed using a SurePrint G3 Mouse GE Microarray Kit 8 × 60 K (Agilent Technologies, Santa Clara, CA, USA). Raw data were normalized and analyzed using GeneSpring GX11 software (Agilent Technologies). These normalized data were analyzed using the NIA (National Institute on Aging) Array Analysis website (http://lgsun. grc.nia.nih.gov/ANOVA/),^22^ a web-based tool for microarray data analysis using hierarchical clustering of averages and PCA. A hierarchical clustering analysis was performed using a minimum distance value of 0.001, a separation ratio of 0.5, and the standard definition of the correlation distance. GO and KEGG pathway enrichments were evaluated statistically following the instructions provided by the Database for Annotation, Visualization and Integrated Discovery (DAVID) 6.7.^57^ The gene expression microarray data have been submitted to the GEO (Gene Expression Omnibus) online database (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE70088.

### *In vitro* and *in vivo* IRI models

For the *in vitro* IRI model, CMPs were grown to 80% confluence and incubated in PBS for 3 h under hypoxic (1% O_2_, 5% CO_2_, balanced N_2_) conditions at 37 °C in a hypoxic chamber (ASTEC, Fukuoka, Japan), and subsequently incubated in growth media for 21 h under normoxic conditions (21% O_2_, 5% CO_2_). CMPs were collected at various time points (0, 3, 4, 6 and 24 h).^58^ Ten- to 12-week-old C57BL/6 mice were anesthetized by intraperitoneal injection of pentobarbital (50 mg/kg body weight) (Kyoritsu Seiyaku, Tokyo, Japan), and were intubated and ventilated under a respirator (SN-480-7, Shinano Manufacturing, Tokyo, Japan). General anesthesia was maintained by isoflurane. Following left thoracotomy, 7-0 Prolene suture thread was passed beneath the LAD just distal to the main trunk. The threads were tied transiently over a polyethylene tube for 60 min for ischemia, and were thereafter released for reperfusion. The LVs, including the areas at risk of IRI, were collected at various time points (0, 1, 1.5, 2 and 24 h) to examine gene profiles. At the end of the 24- h reperfusion period, Evans blue and TTC double staining was performed to verify IRI.^59^

### Western blotting

Samples (50 *μ*g) were mixed with bromophenol blue and 2-mercaptoethanol, boiled for 10 min, electrophoresed on 10% SDS polyacrylamide gel and electroblotted onto a PVDF transfer membrane (Millipore, Billerica, MA, USA). The membrane was blocked with PBS containing 5% skimmed milk, 0.05% Tween 20 and then incubated for 1 h with rabbit polyclonal antibodies to PPAR-*γ* (sc-7196; Santa Cruz Biotechnologies, Inc., Dallas, TX, USA), and mouse monoclonal antibodies to GAPDH (MAB374; Millipore), which were diluted to 1 : 500 with blocking buffer. After washing, the membrane was incubated with 1 : 5000 dilution of horseradish peroxidase (HRP)-conjugated donkey anti-rabbit IgG or HRP-conjugated donkey anti-mouse IgG (GE Healthcare, Little Chalfont, UK) in blocking buffer. Subsequently, the blots were developed using the ECL detection kit (GE Healthcare) and protein bands were visualized using the VersaDoc system (Bio-Rad Laboratories, Inc., Hercules, CA, USA).

### Statistical analysis

Results are expressed as mean values±S.E. The statistical significance of differences between groups was evaluated using Student's *t*-test, and *P*-values <0.05 were considered significant.

## Figures and Tables

**Figure 1:**
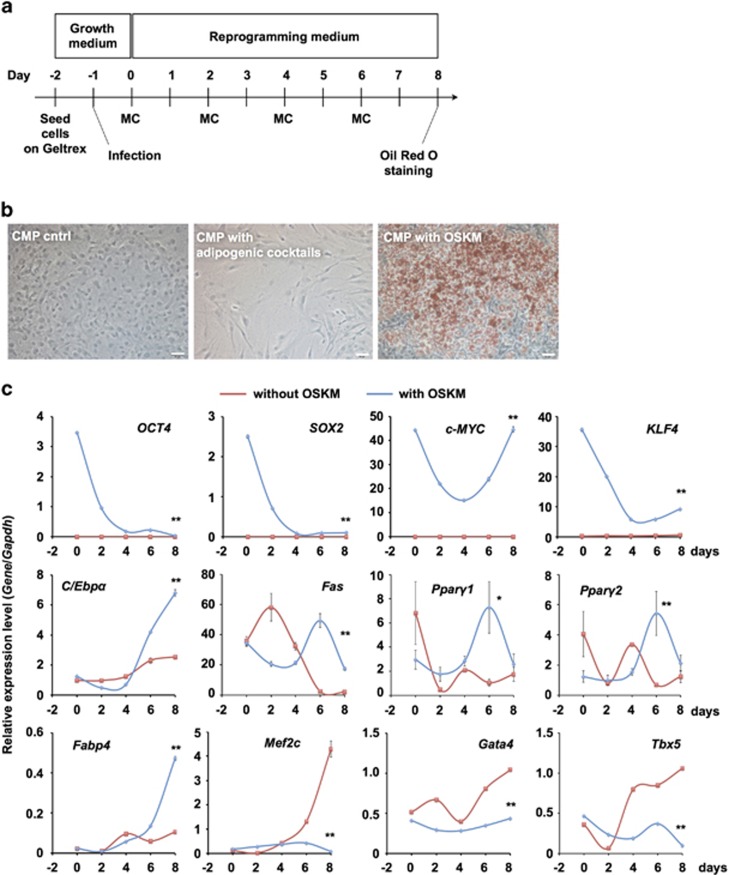
OSKM-transduced CMPs differentiated into adipocytes. (**a**) Schematic representation of the adipocyte differentiation method. MC, medium change. Growth medium indicates the basal medium for each cell line, and reprogramming medium indicates KO-DMEM-based medium. (**b**) Phase contrast microscope images. CMPs treated with OSKM Sendai virus (CMP with OSKM) clearly accumulated large cytosolic lipid droplets at day 8. These droplets were stained with Oil Red O. Untreated CMPs (CMP cntrl) and those treated with adipogenic stimulation cocktails (CMP with adipogenic cocktails) did not form cytosolic lipid droplets at day 8 and were not stained with Oil Red O. The white bar indicates 50 *μ*m. (**c**) qRT-PCR analysis of the expression of each gene in CMPs on each day. Individual RNA expression levels were normalized to *Gapdh* expression. Error bars indicate S.E. (*n*=3). * and ** indicate significant changes compared with untreated controls at day 8 (*P*<0.05 and 0.01, respectively)

**Figure 2:**
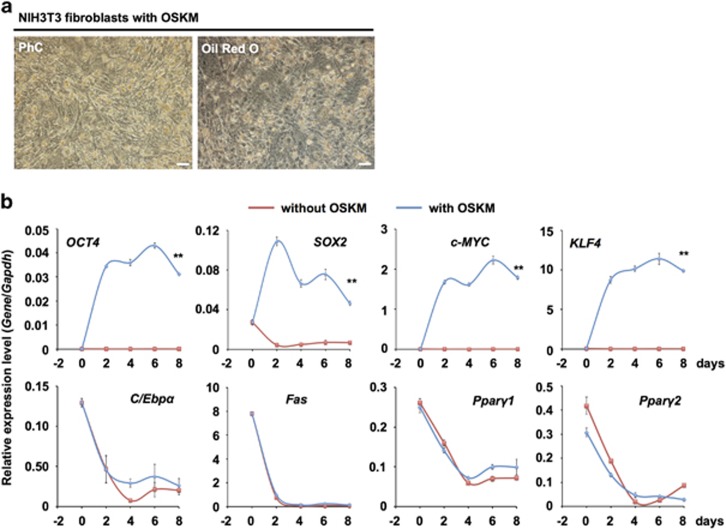
OSKM-transduced NIH3T3 fibroblasts did not differentiate into adipocytes. (**a**) Phase contrast microscope images. NIH3T3 fibroblasts treated with OSKM Sendai virus (NIH3T3 fibroblasts with OSKM) did not form cytosolic lipid droplets at day 8 and were not stained with Oil Red O. White bar indicates 50 *μ*m. PhC, phase contrast. (**b**) qRT-PCR analysis of the expression of each gene in NIH3T3 fibroblasts on each day. Individual RNA expression levels were normalized to *Gapdh* expression. Error bars indicate S.E. (*n*=3). * and ** indicate significant changes compared with untreated controls at day 8 (*P*<0.05 and 0.01, respectively)

**Figure 3:**
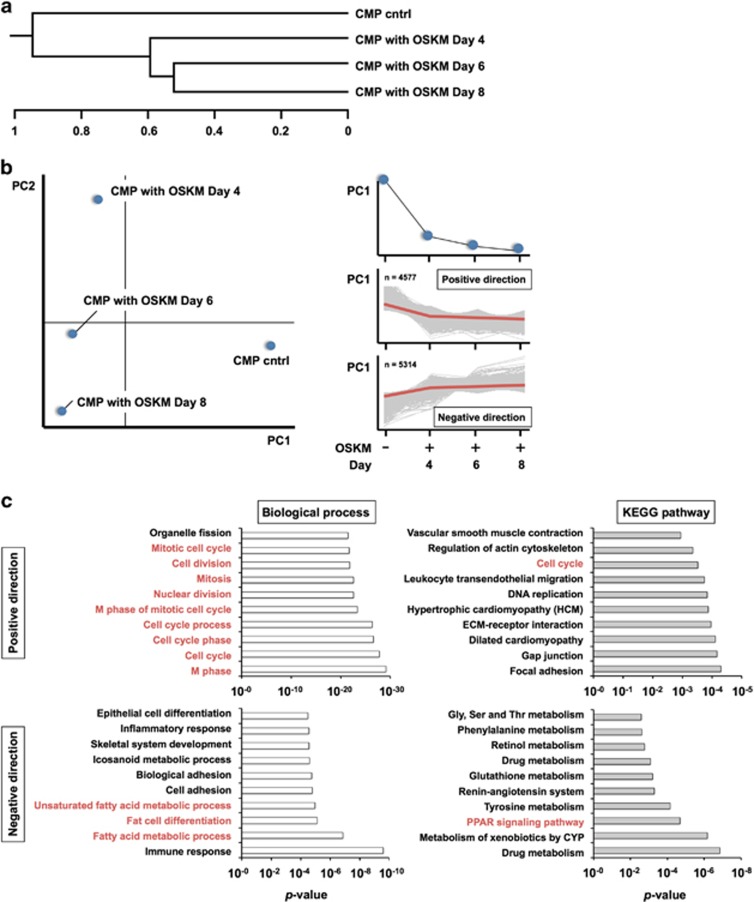
Global gene expression of OSKM-transduced CMPs. (**a**) Hierarchical clustering analysis of OSKM-transduced CMPs on each day by NIA array analysis. CMP cntrl indicates untreated CMPs. (**b**) PCA by NIA array analysis. CMPs are categorized based on the principal component 1 (PC1) direction (left). A total of 4577 probes were in the positive direction on PC1, indicating decreased expression over time, and 5314 probes were in the negative direction of PC1, indicating increased expression over time. (**c**) Genes in the PC1-positive and -negative directions were categorized based on biological processes using GO annotations (white bars) and KEGG pathways (gray bars)

**Figure 4:**
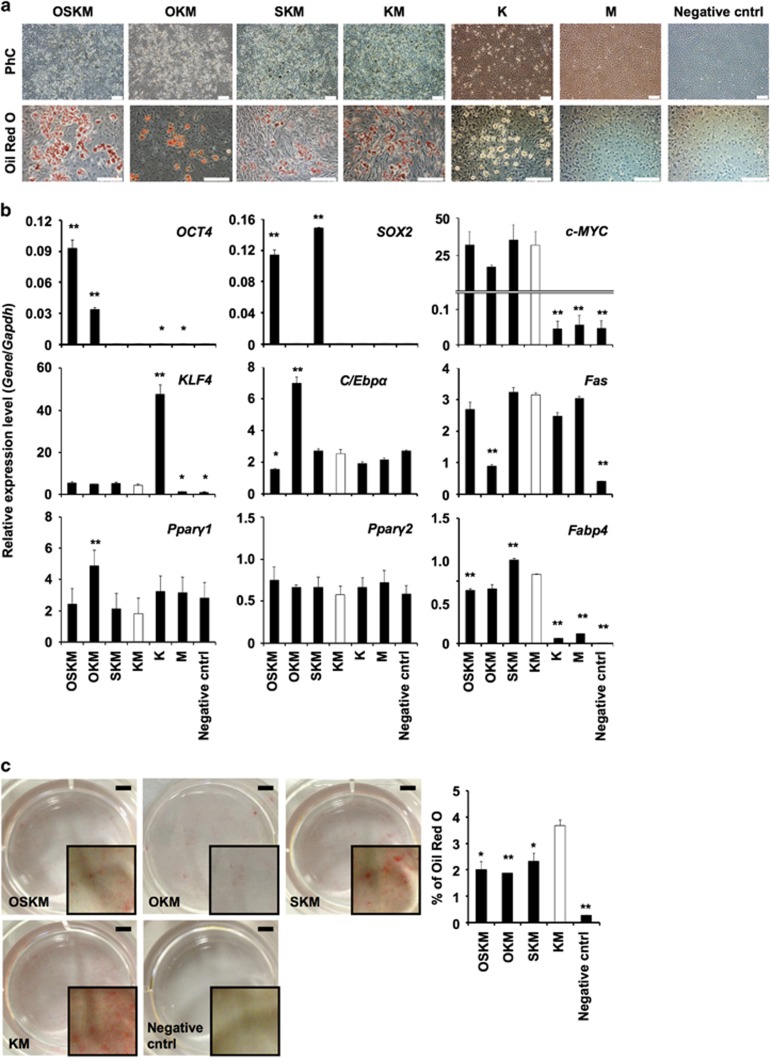
Adipocyte differentiation properties of TF-transduced CMPs. (**a**) Phase contrast microscope images. CMPs were transduced using a combination of OSKM, SKM, KM, K and M Sendai virus. The white bar indicates 200 *μ*m. (**b**) qRT-PCR analysis of the expression of each gene in CMPs at day 8. Individual RNA expression levels were normalized to *Gapdh* expression. Error bars indicate S.E. (*n*=3). * and ** indicate significant changes compared with KM-treated CMPs (white box, *P*<0.05 and 0.01, respectively). (**c**) Calculation of Oil Red O staining area. Each well image was captured using a Keyence BZ-X700 digital microscope. The black bar indicates 5 mm (left). The graph shows the percentages of the total area that were positive for Oil Red O staining (right). Error bars indicate S.E.; * and ** indicate significant changes (*P*<0.05 and 0.01, respectively). OKM: *Oct4, Klf4* and *c-Myc*; SKM: *Sox2*, *Klf4* and *c-Myc*; KM: *Klf4* and *c-Myc*; K: *Klf4*; M: *c-Myc*. Negative cntrl: untreated CMPs

**Figure 5:**
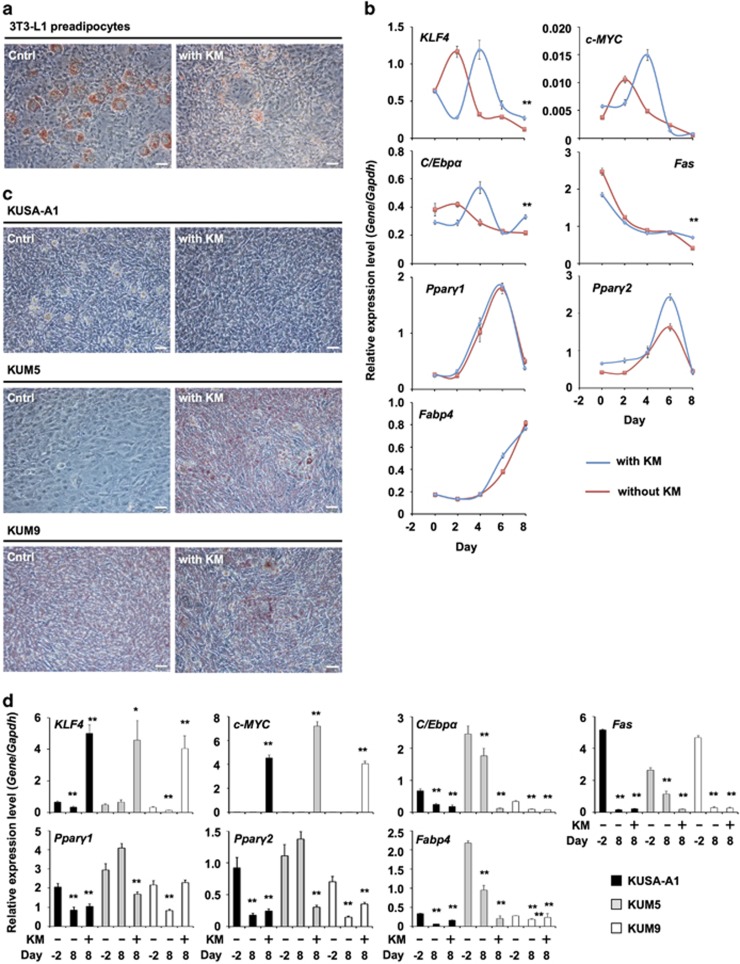
Adipocyte differentiation properties of KM-transduced 3T3-L1 preadipocytes and MSCs derived from bone marrow (KUSA-A1, KUM5 and KUM9 cells). (**a**) Phase contrast microscope images. 3T3-L1 preadipocytes were transduced with KM Sendai virus. One day after infection, cells were cultured in reprogramming medium for 8 days. At day 8, cells were fixed and stained with Oil Red O. The white bar indicates 50 *μ*m. Cntrl indicates untreated 3T3-L1 preadipocytes. (**b**) qRT-PCR analysis of the expression of each gene in 3T3-L1 preadipocytes on each day. Individual RNA expression levels were normalized to *Gapdh* expression. Error bars indicate S.E. (*n*=3). * and ** indicate significant changes compared with KM-treated 3T3-L1 cells at day 8 (*P*<0.05 and 0.01, respectively). (**c**) Phase contrast microscope images. MSCs derived from mouse bone marrow were transduced with KM Sendai virus. One day after infection, cells were cultured in reprogramming medium for 8 days. At day 8, cells were fixed and stained with Oil Red O. The white bar indicates 50 *μ*m. Cntrl indicates untreated MSCs. (**d**) qRT-PCR analysis of the expression of each gene in MSCs KUSA-A1 (black bars), KUM5 (gray bars) and KUM9 (white bars) at day 8. Individual RNA expression levels were normalized to *Gapdh* expression. Error bars indicate S.E. (*n*=3). * and ** indicate significant changes from untreated control cells (KM–, day –2) (*P*<0.05 and 0.01, respectively)

**Figure 6:**
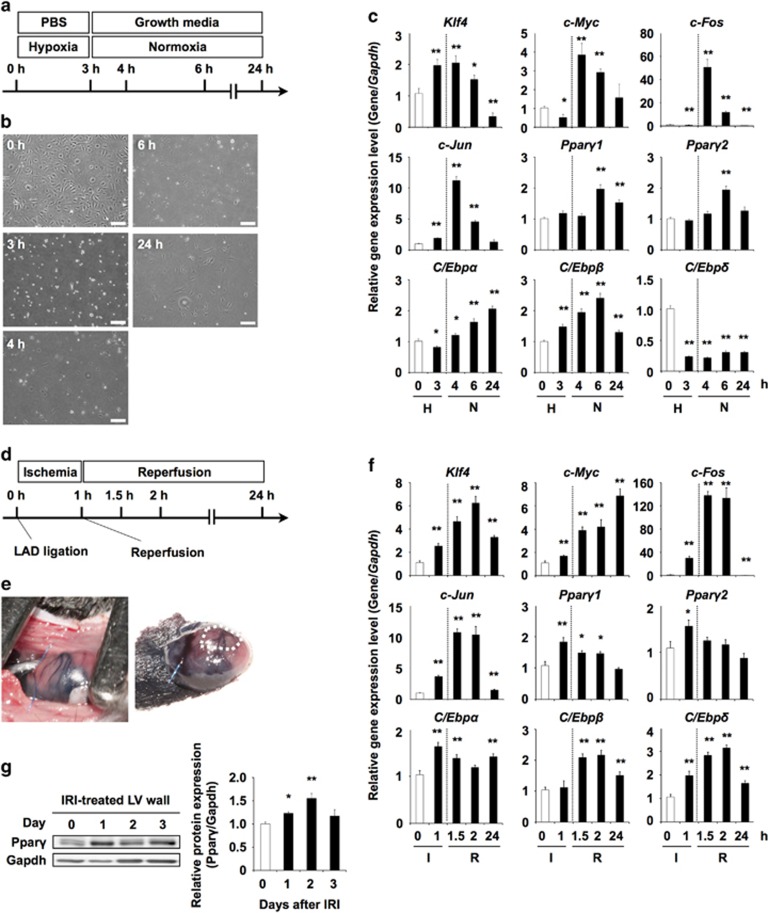
*In vitro* and *in vivo* IRI model. (**a**) Schematic representation of the *in vitro* IRI method. PBS, phosphate-buffered saline. Growth medium indicates the basal medium for CMP. Hypoxia indicates 1% O_2_, 5% CO_2_, balance N_2_ conditions in a hypoxic chamber, and normoxia indicates 21% O_2_, 5% CO_2_ conditions. (**b**) Phase contrast microscope images of CMPs under hypoxic conditions. (**c**) qRT-PCR analysis of the expression of each gene in CMPs. Error bars indicate S.E. (*n*=3). * and ** indicate significant changes compared with CMPs at 0 h (white box, *P*<0.05 and 0.01, respectively). H indicates hypoxia condition; N indicates hormoxia condition. (**d**) Schematic representation of the *in vivo* IRI method. (**e**) Photograph of open-chest mouse with 8-0 Prolene suture thread on the LAD. (**f**) qRT-PCR analysis of the expression of each gene in an IRI model LV heart. Error bars indicate S.E. (*n*=3). * and ** indicate significance (*P*<0.05 and 0.01, respectively). ‘I' indicates ischemic condition; ‘R' indicates reperfusion condition. (**g**) Western blotting of IRI model LV heart. Error bars indicate S.E. (*n*=3). * and ** indicates statistically significant differences at 0 h (white box, *P*<0.05 and 0.01, in the order described)

**Figure 7:**
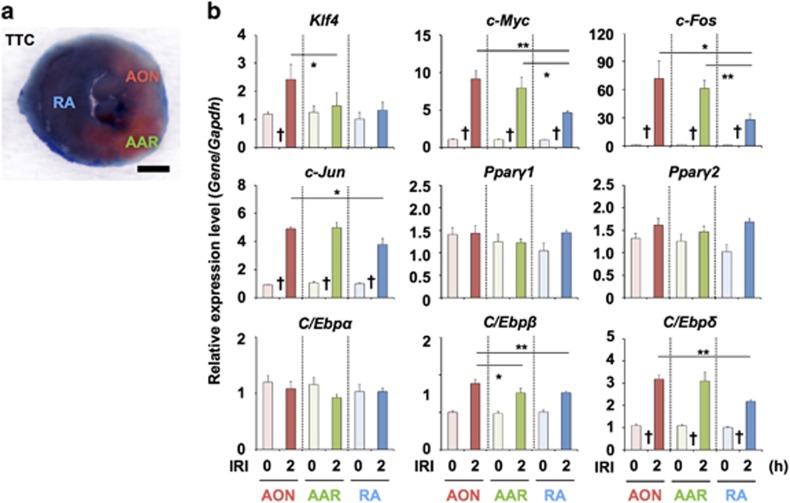
Gene expression in tested areas of ischemia reperfusion injury hearts. (**a**) TTC staining and Oil red O staining of ischemic reperfusion heart. RA, AOR and AAR indicate RA, AON and AAR, respectively. Black bar: 1 mm. (**b**) qRT-PCR analysis for the expression of genes in the ischemic reperfusion mouse heart on each day. Individual RNA expression levels were normalized to the respective mouse *Gapdh* expression levels. Error bars indicate S.E. (*n*=3). * and ** indicates statistically significant differences in each color box. (*P*<0.05 and 0.01, in the order described). † also indicates statistically significant difference from IRI non-treatment heart (0 h) (*P*<0.05 and 0.01, in the order described). Relative gene expression in the RA at 0 h is regarded as 1

## Abbreviations

C/EBP: CCAAT/enhancer-binding protein
PPAR: peroxisome proliferator-activated receptor
Klf: Krüppel-like factor
KM: KLF4 and c-MYC
MSC: mesenchymal stem cell
TF: transcription factor
iPSC: induced pluripotent stem cell
OSKM: *Oct4, Sox2, Klf4* and *c-Myc*
CMP: cardiac mesenchymal progenitor
IRI: ischemic reperfusion injury
MI: myocardial infarction
qRT-PCR: quantitative reverse transcription polymerase chain reaction
PCA: principal component analysis
PC: principal component
GO: gene ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
LAD: left anterior descending artery
AON: area of necrosis
AAR: area at risk
RA: remote area
ROS: reactive oxygen species
LV: left ventricular
RAAS: renin–angiotensin–aldosterone system
NRX: nucleoredoxin
Dvl: dishevelled
bFGF: basic fibroblast growth factor
IBMX: 3-isobutyl-1-methylxanthine
DMEM: Dulbecco's modified Eagle's medium
FBS: fetal bovine serum
MEM: minimum essential media
KO-DMEM: knockout DMEM
PFA: paraformaldehyde
NIA array analysis: National Institute on Aging array analysis
DAVID: Database for Annotation, Visualization and Integrated Discovery
GEO: Gene Expression Omnibus
TTC: 2,3,5-triphenyltetrazolium chloride

# Supplementary material for: Cardiac mesenchymal progenitors differentiate into adipocytes via Klf4 and c-Myc
**Source:** Cell Death Dis. 2016 Apr 14;7(4):e2190–. doi: 10.1038/cddis.2016.31
**Supplement:** Supplementary Figure 1

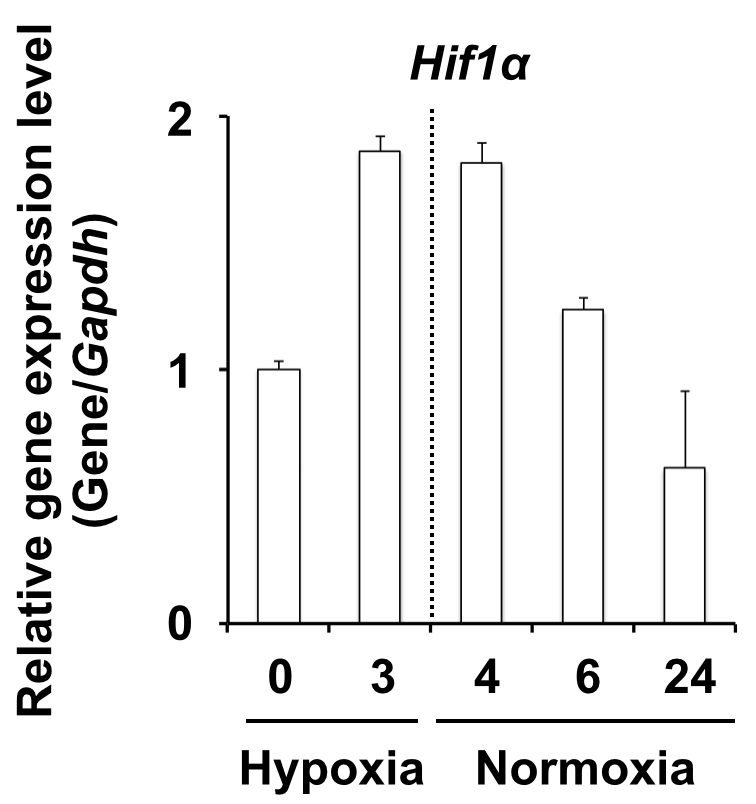

**Supplemental figure 1　Hypoxic gene expression of CMPs**

CMPs expressed the hypoxia-induced gene *Hif1α* at 3 h, and expression returned to baseline levels at 24 h.

# Supplementary material for: Cardiac mesenchymal progenitors differentiate into adipocytes via Klf4 and c-Myc
**Source:** Cell Death Dis. 2016 Apr 14;7(4):e2190–. doi: 10.1038/cddis.2016.31
**Supplement:** Supplementary Figure 2

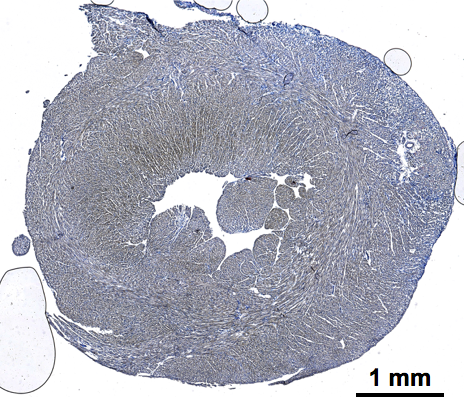

**Supplemental figure 2　Oil red O staining of murine hearts 2 days after LAD ligation**

Two days after LAD ligation, reperfused-hearts were not stained by Oil red O staining

# Supplementary material for: Cardiac mesenchymal progenitors differentiate into adipocytes via Klf4 and c-Myc
**Source:** Cell Death Dis. 2016 Apr 14;7(4):e2190–. doi: 10.1038/cddis.2016.31
**Supplement:** Supplementary Table 2

**Supplemental table 2. Primer sets for quantitative RT-PCR**

| **Gene** | **Sequence (5’ to 3’)** |
| --- | --- |
| hOCT4-Forward | CTGGGTTGATCCTCGGACCT |
| hOCT4-Reverse | CACAGAACTCATACGGCGGG |
| hSOX2-Forward | CATGGACAGTTACGCGCACATGA |
| hSOX2-Reverse | TGGTAGTGCTGGGACATGTGAAGT |
| hc-MYC-Forward | AAGACTCCAGCGCCTTCTCTC |
| hc-MYC-Reverse | AGGAGCCTGCCTCTTTTCCAC |
| hKLF4-Forward | AATTACCCATCCTTCCTGCCC |
| hKLF4-Reverse | GTAATCACAAGTGTGGGTGGC |
| mC/Ebpα-Forward | TGGACAAGAACAGCAACGAG |
| mC/Ebpα-Reverse | AATCTCCTAGTCCTGGCTTG |
| mC/Ebpβ-Forward | CTTCAGCCCCTACCTGGAG |
| mC/Ebpβ-Reverse | GGAGAGGAAGTCGTGGTGC |
| mC/Ebpδ-Forward | CGACTTCAGCGCCTACATTGA |
| mC/Ebpδ-Reverse | CTAGCGACAGACCCCACAC |
| mFas-Forward | AAGGCTGGGCTCTATGGATT |
| mFas-Reverse | TGAGGCTGGGTTGATACCTC |
| mPparγ1-Forward | CTGCGTAACTGACAGCCTAAC |
| mPparγ1-Reverse | ACTTGGTCACTCTCCGTCCT |
| mPparγ2-Forward | CTGGGAGATTCTCCTGTTGACC |
| mPparγ2-Reverse | CCTTGCAGCAACATCAGGAA |
| mFabp4-Forward | CAGCCTTTCTCACCTGGAAG |
| mFabp4-Reverse | TTGTGGCAAAGCCCACTC |
| mMef2c-Forwad | TGTCCAGCCATAACAGTTTGG |
| mMef2c-Reverse | CCTTGTGAACATGAAGTCCTCTT |
| mTbx5-Forwad | ATGGCCGATACAGATGAGGG |
| mTbx5-Reverse | TTCGTGGAACTTCAGCCACAG |
| mGata4-Forwad | CACCCCAATCTCGATATGTTTGA |
| mGata4-Reverse | GGTTGATGCCGTTCATCTTGT |
| mHif1α-Forwad | ACCTTCATCGGAAACTCCAAAG |
| mHif1α-Reverse | CTGTTAGGCTGGGAAAAGTTAGG |
| c-Fos-Forwad | CGGGTTTCAACGCCGACTA |
| c-Fos-Reverse | TTGGCACTAGAGACGGACAGA |
| c-Jun-Forwad | CCTTCTACGACGATGCCCTC |
| c-Jun-Reverse | GGTTCAAGGTCATGCTCTGTTT |
| c-myc-Forwad | CAGAGGAGGAACGAGCTGAAGCGC |
| c-myc-Reverse | TTATGCACCAGAGTTTCGAAGCTGTTC |
|  |  |
|  |  |

h: Human, m: Mouse

How the deposited data were processed for this re-analysis (not part of the article)

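Single-colour Agilent arrays of mouse genes measured RNA from untreated CMPs (day 0) and from OSKM-CMPs at days 4, 6 and 8, with 1 array per condition, 250 ng of labelled RNA in each by the labels and all arrays in 1 scan. The authors' Feature Extraction 10.7.3.1 files give, for each of 62976 spots, a processed Cy3 intensity after background subtraction, its error and flags. The authors' normalized table, made in GeneSpring, holds the log2 of the processed signal with each array shifted by a constant so that its 75th percentile is about 0.

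Of the spots, 3671 were controls and were left out, as were outlier spots (103 on the control array, 87 at day 4, 105 at day 6 and 106 at day 8). The log2 processed signal was averaged over the spots of each of 55681 probes, and the 75th percentile of the array was subtracted; that percentile was a signal of 389.3, 388.5, 406.5 and 411.1 in the same order. Between 56.6% and 59.6% of the probes were well above background on an array. Probes well above background on at least 1 array (35547, 63.8%) were tested, and 28798 of them were so on all 4. Probes were named through the RefSeq table of assembly GRCm38.p6, used for names only: 26762 by accession, 3819 by symbol and 639 by synonym, and 24461 had no match. Of 16659 genes, 5015 had more than 1 probe and took their mean. Probe positions are those of the array files, on mm9. The median error of a gene's difference between the control and day 8 was 0.20 on the log2 scale, from the Feature Extraction error model.

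Arrays were clustered by average linkage on 1 minus Pearson's r, and PCA used values centred per probe. A probe fell or rose along PC1 with a correlation of at least 0.7 with the PC1 score and a change of at least 2-fold. There were 16 gene lists: S phase and G2/M phase (from Seurat 5.3.0), PPAR signaling, adipocyte, fatty acid metabolism, focal adhesion, actin cytoskeleton, interferon-stimulated, macrophage, immune response, xenobiotic metabolism, pluripotency, cholesterol synthesis, brown fat, cardiac and p53 target genes. They were written by hand apart from the cell cycle lists. A list's median change was placed among 10000 random lists matched on mean signal in 20 bins, with the shares of members given exact binomial 95% intervals; genes of a list are not independent. With single arrays, no test between conditions was made. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, R 4.3.3 and limma 3.58.1 were used.

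The genes named are those the paper names for CMPs; for each list at a claim, up to 4 with the largest change at day 8 in the paper's direction and up to 2 in the other; and over the whole array the 5 largest rises and falls. All but the paper's genes had to be well above background on the control and day 8 arrays and changed the same way on all 3 days. A gene with several probes counted as above background only if all of its kept probes were, a rule adopted after single-gene values had been seen. The rule used before it asked for no more than an even split of the probes; it counted 14855 genes in place of 14200 and named Uhrf1 and Gmnn in place of Mcm5 and Gins2, Itga4 in place of Comp, and Retn and Adig in place of Dgat2 and Fabp4. A gene below background on one array is given as a bound. Other genes were chosen after their values were seen, or belong to a test of an explanation.

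The alternatives set beforehand were normexp correction (offset 50) with quantile normalization, quantile normalization alone, the array median as the scale, the authors' normalized values, no filter on dim probes, a filter on all 4 arrays, a floor on dim values, the brightest probe of a gene, other clustering distances, scaling in the PCA, other PC1 thresholds, each array left out, and Reactome sets (fgsea 1.28.0). Which of the 13 Reactome sets stands for which list was settled after the sets' medians had been seen, as was the reporting of array-median changes relative to the shift of all genes. The pipeline was tested on simulated data with 35547 probes, of which 2000 were made to fall and 2000 to rise: all were recovered, with 0 false calls. The simulated changes had 1 size, above the 2-fold threshold, and every probe had noise of SD 0.068. Among repeated probes well above background on the control array, the SD between spots was 0.35 at its 95th percentile. Full recovery was therefore nearly assured and says little about dim or weakly changed probes. Of 200 simulated lists with no shift, 5.5% lay outside the middle 95% of the random lists, and 99.5% of lists raised by 0.5 were detected.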

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

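The test of cholesterol synthesis genes from day 4 to day 8 was chosen only after the result was seen, as were the rule that singles out lists whose medians lie above the middle 95% of the random lists on all 3 days and the way a prediction of several parts is read. Of 6 lists whose categories the paper does not report from its arrays, in the text or in Figure 3c (which does show immune response, xenobiotic metabolism and cardiomyopathy, so that the lists for these and for cardiac genes are left out), 3 did so, and none can be set against a replicate array.

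Interferon-stimulated genes (69) rose by 1.34 (median, log2) at day 4, 1.64 at day 6 and 1.71 at day 8, above all random lists; the paper analysed these arrays and does not discuss these genes, of which 4 are in the list for immune response, a category of its Figure 3c. A response to the Sendai virus was weighed here as an explanation of the rising immune genes, and was predicted to raise this list on all 3 days. The lowest of the medians, 1.34, met that, but it is the rise itself and does not show that the virus raised these genes. The Reactome interferon set, with 22 genes of which 5 are in the list, changed by 0.08 at day 8 (percentile 72.61). The rise thus held for the list and not for that set. At day 8, 67 of the 69 list genes and 12 of the 22 set genes were higher than on the control array. Macrophages or other CD45-positive cells in the cultures were predicted to raise the macrophage list and most of 6 leukocyte genes. The list fell by 0.37 at day 8 (percentile 1.25), while 4 of the 6 genes were higher: Coro1a by 1.12, Fcer1g by 0.51, Cd68 at least 2.05-fold, and Ptprc by 0.02 with an error of 0.36. Tyrobp was at least 1.58-fold lower and Laptm5 was not well above background on any array. Read as written, the parts of that prediction came out in opposite directions. Counting a gene only when its change exceeds its error or is a bound, a criterion tried after the values were seen, 3 of the 6 were higher and neither part was met. The explanation is left open, with the list against it. An array of virus without the factors was not used here, so the virus and the factors cannot be told apart.

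Genes of cholesterol synthesis (25) rose by 0.68 at day 4, 0.28 at day 6 and 0.25 at day 8 (percentile 98.01). A sterol and lipid response to the medium was weighed here as an explanation of the rising adipocyte genes, and was predicted to raise this list at day 8. The value of 0.25 met that, but it is the rise itself and says nothing about what raised these genes; under the array median it was -0.02 before the shift of all genes was taken out. Between day 4 and day 8 its genes had a median change of -0.36, below all random lists, while the adipocyte list rose. This argues against rising cholesterol synthesis genes as the cause of the later adipocyte rise. The list does not cover other lipid genes. Fatty acid metabolism genes had a median change of 0.08 over the same days (percentile 99.87), so a lipid response to the medium stays open. By the paper's methods, cells went into the reprogramming medium at day 0, the day on the control's label. A control taken on that day would have had little or no time in it. Whether the control itself had been moved to that medium is stated neither in the paper's text nor in the labels. No array separates time or medium from the factors.

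Targets of p53 (32), which the paper mentions for apoptosis but not in its array results, rose by 0.23 at day 4, 0.46 at day 6 and 0.54 at day 8, above all random lists at day 8. A p53 response was weighed here as an explanation of the falling cell cycle genes, and was predicted to raise this list at day 8. The value of 0.54 met that, but it is the rise itself and does not show what raised these genes. Cdkn1a rose by 0.61, with probes from 0.06 to 1.42. Whether p53 lowered the cell cycle genes was not tested, and differentiation, the virus and culture density stay open.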

How the results depend on the processing

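The use of all probes of a gene in place of an even split, the choice of Reactome set for each list, and the shift taken out of array-median changes were settled only after results had been seen; the other alternatives were fixed beforehand. No paired analysis was possible because each condition has 1 array and no result comes from a test.

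The control stayed outside the OSKM-CMP arrays under all 10 clustering alternatives, and the order of time along PC1 was kept under all 8 alternatives run for it. Of these, the array median and the authors' values differ from the values used by a constant per array and cannot change a correlation. Array-median changes of lists and genes equal the values reported once the shift of all genes is taken out, and are not counted here. Of 153 other values of list medians from the control to day 8, 88 moved by less than 0.10 (the technical SD of a difference between 2 arrays), 62 moved by more and 3 changed sign; of 121 from day 4 to day 8, 13 moved by more, 1 changed sign and the others moved by less. A change of sign was counted only where the value as reported was larger than 0.10. For 66 single genes under quantile normalization, alone or after normexp, 40 of 132 values moved by less than this, 92 by more and 0 changed sign. Values below are log2 medians of the lists in parentheses, and the cause was not tested where none is given.

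Under normexp with quantile normalization, the medians from the control to day 8 became -1.07 (S phase), -1.68 (G2/M phase), 0.36 (PPAR signaling), 2.45 (adipocyte), 0.29 (fatty acid metabolism), -0.23 (focal adhesion), -0.43 (actin cytoskeleton), -0.21 (macrophage), 0.77 (immune response), 0.13 (pluripotency), 0.32 (brown fat) and 0.01 (cardiac), and from day 4 to day 8, -0.46 (S phase) and 1.68 (adipocyte). PC1 held 81.8% of the variance, 1747 probes fell and 1683 rose along PC1, 15.6% of focal adhesion genes fell along it, and the spread between spots was 0.139. No filter on dim probes gave, from the control to day 8, -1.68 (G2/M phase), -0.10 (macrophage), 0.64 (immune response), 0.86 (xenobiotic metabolism), 0.09 (pluripotency) and 0.47 (brown fat), and from day 4 to day 8, 0.23 (immune response). PC1 held 66.8% of the variance. Only probes well above background on all 4 arrays gave, from the control to day 8, 0.43 (PPAR signaling), 2.39 (adipocyte), -0.10 (macrophage), 0.72 (immune response), 0.93 (xenobiotic metabolism) and 0.12 (cardiac), and from day 4 to day 8, 1.42 (adipocyte) and 0.15 (xenobiotic metabolism). PC1 held 80.9% of the variance and 2682 probes rose along it, from fewer probes tested. In place of the lists, Reactome sets gave medians from the control to day 8 of -0.52 (S phase), -0.54 (G2/M phase), -0.16 (adipocyte), 0.31 (fatty acid metabolism), 0.08 (interferon-stimulated), -0.07 (immune response) and 0.14 (xenobiotic metabolism), and from day 4 to day 8, -0.27 (S phase), -0.25 (G2/M phase), -0.05 (adipocyte), 0.08 (interferon-stimulated), 0.02 (immune response) and 0.03 (xenobiotic metabolism). For xenobiotic metabolism, the set used was that of cytochrome P450 by substrate type (percentile 76.02 at day 8). The Reactome set of biological oxidations, which did not stand for a list, rose by 0.29 at day 8 (percentile 99.99). Along PC1, 26.0% of the DNA replication set and 27.6% of the mitotic set fell and 8.9% of the white adipocyte set rose. Quantile normalization alone gave, from the control to day 8, 0.67 (PPAR signaling), -0.44 (actin cytoskeleton), 1.91 (interferon-stimulated), -0.51 (macrophage), 0.11 (pluripotency), 0.45 (brown fat), -0.03 (cardiac) and 0.65 (p53 targets). A floor on dim values gave 3.31 (adipocyte), 1.03 (immune response) and 0.12 (cardiac) from the control to day 8, and from day 4 to day 8, -0.00 (brown fat). The brightest probe of each gene gave 3.74 (adipocyte) and 1.04 (brown fat) from the control to day 8, and from day 4 to day 8, 2.39 (adipocyte) and 0.17 (macrophage).

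The sign changed for the adipocyte list at both contrasts and for the immune response list under Reactome sets, and for the cardiac list under quantile normalization. The adipocyte set is mostly Mediator subunits, with 30 of 45 genes, a median of -0.27 for these and 0.28 for the rest. The interferon-stimulated list shares 5 genes with the Reactome set of 22, and the immune response list 11 genes with its set. PPAR signaling and the actin cytoskeleton had no Reactome set. The array median moved the median of all genes from -0.03 to -0.30 from the control to day 8; before that shift of -0.27 was taken out, the cholesterol synthesis median was -0.02 and the cardiac median -0.03, and from day 4 to day 8 the medians were -0.04 (fatty acid metabolism), -0.11 (focal adhesion), -0.08 (macrophage) and -0.06 (pluripotency), all of the other sign. Along PC1, 32.8% of focal adhesion and 37.3% of actin genes fell under the array median, with 4696 probes falling and 3580 rising (43.3% rising, against 56.7%).

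Scaling probes to unit variance lowered the share of PC1 to 58.0%. A threshold of 1.5-fold gave 6211 falling and 6983 rising probes, 3-fold gave 1773 and 2598, and a strict order of time 1805 and 2436, each by its construction. Without the control array, 1196 probes fell and 1841 rose, and 101 falling and 110 rising probes changed sides; 16.7% of S phase, 43.4% of G2/M, 6.7% of focal adhesion and 3.2% of actin genes then fell, and 14.7% of fatty acid genes rose. Without the day 4 array, 79.6% of adipocyte genes rose along PC1.

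The time point mattered as well. Taken at day 4 in place of day 8, the medians that moved were -0.73 (S phase), -1.07 (G2/M phase), 0.22 (PPAR signaling), 0.74 (adipocyte), 0.16 (fatty acid metabolism), -0.41 (actin cytoskeleton), 1.34 (interferon-stimulated), 0.68 (immune response), 0.77 (xenobiotic metabolism), 0.07 (pluripotency), 0.68 (cholesterol synthesis), 0.47 (brown fat) and 0.23 (p53 targets), and at day 6, -1.03 (S phase), -1.55 (G2/M phase), 2.31 (adipocyte), -0.27 (macrophage), 0.78 (immune response), 0.89 (xenobiotic metabolism), 0.05 (pluripotency) and 0.03 (cardiac). Signal over background limits the dim end: of the rising probes 40.9% were not well above background on the control array, where a change is only a bound.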

Differences from the paper's values

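The comparison with Mef2c was chosen only after its value was seen. The paper gives 4577 probes falling and 5314 rising along PC1, as the paper's values; here 3448 fell and 4508 rose, and neither count differs from the paper's by over 1.5 times. The setting that came closest to both was no filter on dim probes, with 4635 and 5459; the array median came close for the falling probes alone, with 4696. Of the alternatives set before the data were examined, counts over 1.5 times from the paper's in both groups came from normexp with quantile normalization (1747 and 1683), probes above background on all 4 arrays (2427 and 2682), a correlation of 0.9 (2651 and 3488), 3-fold (1773 and 2598), strict time order (1805 and 2436) and leaving out the control (1196 and 1841).

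The paper states from qRT-PCR that Mef2c was not expressed in OSKM-CMPs while it increased in the controls. The arrays hold no later control. The Mef2c probe was well above background on the control and day 8 arrays and rose by 0.71 ± 0.21 (log2) between them. This rise was 0.34 under normexp with quantile normalization and 0.51 under quantile normalization alone.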

Other observations

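The tests of Gapdh and of cholesterol synthesis from day 4 to day 8 were chosen only after the results were seen, as was the way a prediction of several parts is read; the other tests were written down before the values they measure, that of Xist and the Y-linked genes after the list medians but before those genes.

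Genes the paper measured by qRT-PCR had these log2 changes from the control to day 8 on the arrays. Klf4 fell by 0.81 and Myc fell by 3.08, read by probes for the mouse genes. Pou5f1 and Sox2, also read by mouse probes, were not well above background on any array. The paper's primer list marks its OCT4, SOX2, KLF4 and c-MYC primers as human and leaves a further c-myc pair unmarked. These array values therefore need not be of the same transcripts, and they do not show the levels of the factors carried by the virus. The paper describes its Fas as involved in lipogenesis, which points to Fasn, the fatty acid synthase gene, and Fasn rose by 2.29. The separate gene with the symbol Fas rose by 0.53. Gata4 fell by 5.02 and Tbx5 fell by 3.29. Fos fell by 3.83, Jun fell by 0.52 and Hif1a was at least 1.38-fold lower, with probes that differ (-1.67 and -0.49). Ly6a, which encodes the Sca-1 antigen the paper names, rose by 2.69.

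Over the whole array, the largest rises by day 8 were those of Gpd1, Slurp1 (9.50), Inmt (9.37), Ccl5 (8.93) and Hp (8.31), and the largest falls those of Ankrd1 (-7.00), Gdf6 (-6.36), Ccn5 (-6.00), D630010B17Rik (-5.82) and Scel (-5.68), among genes well above background on both arrays. Chosen after their values were seen, Ifnb1 was at least 124-fold higher, Retn at least 154-fold higher and Mycn at least 85.1-fold lower. Immune response genes rose by 1.13 and genes of xenobiotic metabolism by 1.21 at day 8 (medians), while cardiac genes changed by 0.23 (percentile 79.12).

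Gapdh, the qRT-PCR reference gene, fell by 1.09 ± 0.07 over 8 probes, whose changes ran from -1.36 to -0.76. If the scaling of the arrays were the cause, the fall would be gone under another scaling; with quantile normalization, alone or after normexp, its smallest size was -0.82, which argues against scaling as the whole cause. No biological explanation was tested.

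More probes rose than fell along PC1. Brighter dim signal on the later arrays may add to this: among probes well above background on all 4 arrays the rising share was 52.5%, against 56.7%, but it was 49.1% under normexp with quantile normalization and 43.3% under the array median, so it cannot be told apart from scaling.

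The distance between the control and OSKM-CMPs along PC1 may reflect time, and medium if it differed, as well as the factors: 0 untreated arrays at days 4, 6 or 8 were used, so these cannot be told apart. Cultures of different sex or origin were tested with Xist and 4 Y-linked genes. Eif2s3y was well above background on the control array and at least 5.28-fold lower at day 8; Ddx3y, Uty and Kdm5d were not well above background on any array, and Xist was on all 4, rising by 1.07. A single probe of 4 leaves this open.

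Brown or beige adipocytes may be among the cells. The 15 brown fat genes rose by 0.57 at day 8 (percentile 96.32, within the middle 95% of the random lists); the percentile lay above that range under normexp with quantile normalization (99.64), the floor (98.03) and the brightest probe (99.79). Cox8b rose by 7.57 and Cidea was at least 9.60-fold higher, both chosen after their values were seen, and Ucp1 was not well above background on any array; a dim probe excludes little, so this stays open. For the factors acting on endogenous pluripotency genes, the 18 genes of that list rose by 0.32 (percentile 74.84), within the random lists. The part of the prediction that asked for a rise of the list was not met. Nanog was well above background on all 4 arrays, the control included, and changed by 0.27 ± 0.20. The part that asked for Nanog above background at day 8 was already met by the control array, so it decides nothing. Pou5f1 and Sox2 were not well above background on any array, where a dim probe excludes little. No rise of the list beyond the random lists was seen, and a rise of single genes is not excluded.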
